# Maternal high-fat diet and obesity compromise fetal hematopoiesis

**DOI:** 10.1016/j.molmet.2014.11.001

**Published:** 2014-11-18

**Authors:** Ashley N. Kamimae-Lanning, Stephanie M. Krasnow, Natalya A. Goloviznina, Xinxia Zhu, Quinn R. Roth-Carter, Peter R. Levasseur, Sophia Jeng, Shannon K. McWeeney, Peter Kurre, Daniel L. Marks

**Keywords:** Developmental programming, Hematopoietic stem and progenitor cells, Hematopoiesis, High-fat diet, Obesity, Fetal liver

## Abstract

**Objective:**

Recent evidence indicates that the adult hematopoietic system is susceptible to diet-induced lineage skewing. It is not known whether the developing hematopoietic system is subject to metabolic programming via *in utero* high-fat diet (HFD) exposure, an established mechanism of adult disease in several organ systems. We previously reported substantial losses in offspring liver size with prenatal HFD. As the liver is the main hematopoietic organ in the fetus, we asked whether the developmental expansion of the hematopoietic stem and progenitor cell (HSPC) pool is compromised by prenatal HFD and/or maternal obesity.

**Methods:**

We used quantitative assays, progenitor colony formation, flow cytometry, transplantation, and gene expression assays with a series of dietary manipulations to test the effects of gestational high-fat diet and maternal obesity on the day 14.5 fetal liver hematopoietic system.

**Results:**

Maternal obesity, particularly when paired with gestational HFD, restricts physiological expansion of fetal HSPCs while promoting the opposing cell fate of differentiation. Importantly, these effects are only partially ameliorated by gestational dietary adjustments for obese dams. Competitive transplantation reveals compromised repopulation and myeloid-biased differentiation of HFD-programmed HSPCs to be a niche-dependent defect, apparent in HFD-conditioned male recipients. Fetal HSPC deficiencies coincide with perturbations in genes regulating metabolism, immune and inflammatory processes, and stress response, along with downregulation of genes critical for hematopoietic stem cell self-renewal and activation of pathways regulating cell migration.

**Conclusions:**

Our data reveal a previously unrecognized susceptibility to nutritional and metabolic developmental programming in the fetal HSPC compartment, which is a partially reversible and microenvironment-dependent defect perturbing stem and progenitor cell expansion and hematopoietic lineage commitment.

## 1 Introduction

The rise in obesity rates over the past several decades coincides with an increased disease burden in obese individuals and their children. Accumulating epidemiologic and experimental evidence strongly suggests maternal obesity and improper prenatal nutrition provide maladaptive intrauterine cues to developing offspring, ultimately programming organs for predisposition to chronic disease later in life [1,2]. Several studies point to developmental origins of postnatal neurological, cardiovascular and endocrine complications via maternal high-fat diet (HFD), a simplified model of the western-style diet, in the absence of gross organ compromise during infancy [3–7]. These multiple lines of evidence present prenatal development as a period of global susceptibility for diet-induced metabolic injury, fetal programming and postnatal organ dysfunction [8], but it remains unclear as to what extent the developing hematopoietic system is vulnerable.

Adverse developmental programming predisposes individuals to chronic conditions, such as metabolic syndrome [9,10], in which inflammation plays a substantial role [7,11], yet no studies have addressed the impact of fetal programming on the hematopoietic stem cells (HSC) from which adaptive and innate immunity arise. HSCs rely heavily on glycolysis and fatty acid oxidation, and the requirement for them to switch between metabolic states for cell fate decisions—quiescence, self-renewal, or differentiation—leaves them susceptible to nutritional perturbations [12]. HSCs first emerge in the early embryo and go on to rapidly expand in the fetal liver before transitioning to the bone marrow late during gestation [13]. Here, we expand our previous observations that maternal overnutrition severely stunts liver size [14] by asking if the fetal hematopoietic stem and progenitor cell (HSPC) pool is sensitive to metabolic injury.

We report that HFD and maternal obesity perturb both the expansion of the fetal HSPC pool and hematopoietic lineage specification, using the C57BL/6 mouse model of diet-induced obesity. These studies demonstrate a link between developmental programming and canonical regulation of self-renewal and cell migration, known to constrain HSPC function. Our observations of maternal diet- and obesity-induced vulnerability of the fetal HSPC pool provide novel mechanistic and functional evidence for *in utero* metabolic programming of the hematopoietic system.

## 2 Materials and methods

### 2.1 Mice

Animals were handled in accordance with OHSU IACUC. For HFD studies, C57BL/6 CD45.2 female mice (Jackson Labs) were fed a 60% kcal% fat diet (D12492, Research Diets, New Brunswick, NJ) or a 13.5% kcal% fat, control diet (Laboratory Rodent Diet 5001, Lab Diet, St. Louis, MO) *ad libitum*. Acute HFD mice were fed HFD for 2 weeks starting at 9–11 weeks of age and age-matched controls were kept on control diet; both groups were kept on respective diets through breeder pairing and pregnancy. Chronic HFD female mice were fed HFD starting at 5–7 weeks of age, and together with corresponding control diet mice, were sacrificed for fetal harvests at 26–37 weeks of age; HFD-induced obesity but not overt diabetes occurs in these animals. For DR experiments, mice from the chronic HFD cohort were switched to the control diet at 42 weeks of age, bred, kept on control diet through gestation (age-matched controls remained on control diet), and sacrificed at 45–49 weeks of age for fetal harvests. Males were only fed HFD when paired with females for breeding. Pregnancies were timed using the vaginal plug method; fetuses were harvested at day 14.5 of gestation and livers were dissected and prepared in single cell suspensions by pipetting. Cells were counted by hemacytometer or Bio-Rad TC10. Masses were collected as wet weights.

### 2.2 Cell culture

Unfractionated fetal liver cells were plated in mouse methylcellulose complete media (R&D Systems, Minneapolis, MN) at 20,000 cells/mL and performed according to manufacturer's instructions.

### 2.3 Flow cytometry

Cells were prepared from fetal liver and adult bone marrow. The following antibodies were used for analysis: CD3, CD4, CD5, B220, Gr-1, Ter119, c-Kit/CD117, Mac-1, CD45.2 (BD, Franklin Lakes, NJ), CD45.1, Sca-1, AA4.1/CD93, F4/80 (eBioscience, San Diego, CA). Staining reagents were also used for analysis: LIVE/DEAD Fixable Dead Cell Stain (Invitrogen, Carlsbad, CA), propidium iodide (Sigma–Aldrich, St. Louis, MO), Annexin V, and the reactive oxygen species dye carboxy-H_2_DCFDA (Molecular Probes, Eugene, OR). Cells were analyzed on a BD LSR II and a BD FACS Calibur.

### 2.4 Quantitative real-time PCR

For qRT-PCR, HFD or control fetal liver cells were immunomagnetically enriched using the Sca-1 antibody conjugated to PE (clone E13-161.7; BD, Franklin Lakes, NJ) and the EasySep PE Positive Selection Kit (StemCell Technologies, Vancouver, BC) [15]. RNA was extracted with an RNeasy Mini Kit (Qiagen, Valencia, CA), cDNA synthesis was performed with SuperScript III First-Strand (Invitrogen), and reactions were run on StepOnePlus (Applied Biosystems, Foster City, CA). Primers were previously described for *Bmi1* [16], *Hmga2* [17], *Igf2bp2*, *Lin28* [18], and *Mmp9* [19], and normalized to *β-actin*. Primer sequences for murine *Mmp8* and *Egr1* are in Appendix Table A.1. Data was analyzed by using the comparative C_T_ method. Statistics were performed on the relative fold change (2^−ΔΔCT^) of each sample, compared to the mean of the respective control cohort.

### 2.5 Statistical analysis

Means are presented in bar graphs and scatter plots, ±standard error of the mean (error bars), and compared using two-tailed, unpaired Student's *t*-test; a *P* value of 0.05 or less is considered significant. Where appropriate, the false discovery rate is calculated and the corrected significance values (*q*) are presented [20].

### 2.6 RNA-sequencing and analysis

A cohort of dams were fed HFD or control diet for 12–14 weeks, and their offspring were harvested at 15 ± 0.5 dpc; whole livers from 6 control and 6 HFD male fetuses were frozen in RNALater (Qiagen). Total RNA was extracted using RNeasy (Qiagen). An mRNA library was prepared by the OHSU Massively Parallel Sequencing Shared Resource, using the Illumina TruSeq RNA Sample Prep Kit v2. Starting with total RNA, mRNA was purified using polyA selection, then chemically fragmented and converted into single-stranded cDNA using random hexamer priming. Next, the second strand was generated to create double-stranded cDNA. Blunt-end DNA fragments were then generated using fill-in reactions and exonuclease activity. An ‘A’-base was added to the blunt ends of each strand, preparing them for ligation to the coded sequencing adapters. Once the adapters were ligated, the constructs were then subject to 10 rounds of PCR. The amplified libraries were purified and underwent quantitative PCR with an ABI StepOne real-time PCR system. Libraries are diluted to an empirically determined concentration appropriate for the flow cell in use and applied using an Illumina cBot. Flow cells were sequenced on an Illumina HiSeq 2000.

We assessed read quality using fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) metrics and aligned to the mm10 genome using Subread 1.3.6-p1 [21]. The biomaRt package from Bioconductor [22] was used for annotation. EdgeR was used to determine differentially expressed genes [23]. *P*-values were adjusted for multiple testing using the Benjamini–Hochberg method [20]. 

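The table used here holds the result of the comparison and not the values of single livers, so the CV filter could not be repeated. For 6 livers, a CV of 2 or more means that at least 72.2% of the group's total comes from 1 liver. The 10 genes that passed both dispersions and are not printed in Fig. 5A were 1810019J16Rik, Alpi, Amy2a3, Cyp4a14, Fcgbp, Prss1, Rbpjl, Sfrp5, Try10 and Try5, listed in full after their values were seen. Their log2 fold changes in the authors' deposited table ranged from 2.71 to 4.78, and 9 of the 10 lay under 1 CPM. Prss1, Try5 and Try10 are close relatives in sequence, so reads can be shared between them and their separate values are uncertain.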

Differentially expressed genes were further filtered by coefficient of variation (CV), calculated as the standard deviation divided by the mean; a gene passed the CV filter if the CV for both the control group and HFD group was less than 2. Processes of interest in which significantly differentially expressed genes are involved were identified by GO Terms from Bioconductor. The data are accessible in the NCBI Gene Expression Omnibus (GEO) through accession number GSE62715 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62715).

### 2.7 Transplantation

For non-competitive transplantation, CD45.2 females were placed on HFD or control diet at 7–10 weeks of age, and after 20–23 weeks, were bred for timed pregnancies. On the day of fetal harvest (14.5 dpc), 8–13 week-old male CD45.1 mice were irradiated in a cesium irradiator (J.L. Shepherd) with 750 cGy and approximately 7 h later, were each injected with 1 × 10^6^ whole fetal liver cells. Each recipient received a different fetal liver, for a total of 5 chronic HFD and 5 control grafts. Retroorbital blood draws were performed at 4 and 14 weeks post-transplant and peripheral blood was stained with antibodies against CD45.1 and CD45.2 for analysis.

For competitive transplantation, CD45.2 female mice were placed on a HFD starting at 6 weeks of age and were kept on the diet during breeding and pregnancy; they were bred to CD45.1 males and were on the diet for a total of 20–24 weeks; age-matched CD45.2 female mice on control diet were bred to CD45.2 males. Donor fetal livers were harvested at 14.5 dpc and single-cell suspensions were cryopreserved in Iscove's Modified Dulbecco's Medium (Invitrogen, Carlsbad, CA) with 10% FBS, 1% penicillin/streptomycin, and 10% DMSO. For each recipient cohort, five male and five female CD45.1 mice were placed on either a HFD or control diet, starting at 3–7 weeks of age and after 11 weeks, were irradiated with a split dose of 900 cGy (the day prior to transplant). For each graft, fetal liver cells were thawed, washed, and 2.5 × 10^5^ HFD fetal liver cells were mixed with an equivalent number of control fetal liver cells, for a total of 10 different pairs of grafts prepared in duplicate, and were transplanted via tail vein injection into pairs of sex-matched mice on differential diets (also maintained post-transplant). Blood draws and analysis were performed as before.

## 3 Results

### 3.1 Weight gain in high-fat diet-fed and obese pregnant mice

To test the effects of a lipid-rich diet and/or obesity on fetal hematopoiesis, we used three different dietary strategies: a HFD alone, a HFD with maternal obesity, and obesity without HFD (Figure A.1A). We monitored weight gain from 0.5 to 14.5 dpc (days post coitum) in dams for all three sets. A representative image of a non-pregnant control and obese female mouse is shown in Figure (A.1B). Compared to controls, chronic HFD dams had significantly higher body masses at both 0.5 and 14.5 dpc (Figure A.1C). We also calculated the percent weight gain of dams during gestation in order to compare different treatments; acute HFD dams gained significantly more than obese dams, as they began gestation with a lower body mass (Figure A.1D).

### 3.2 Acute HFD boosts growth and promotes hematopoietic expansion and differentiation in the fetal liver

We investigated the effect of HFD without preexisting obesity on fetal hematopoietic programming by first feeding HFD or control diet to a cohort of female mice for 2 weeks to allow the animals to adjust to the new diet without becoming obese. Each diet was continued during subsequent mating and gestation until fetal harvest at 14.5 dpc. We consistently observed that acute HFD litter sizes were larger than controls (Figure 1A, *P* = 0.02). Both the body mass and liver cellularity of HFD fetuses were significantly increased relative to controls, while the placental masses of HFD fetuses were approximately equivalent to controls (Figure 1B–D). The number of HSPCs within the AA4.1^+^ Sca-1^+^ Lin^low/−^ (ASL) population was increased in acute HFD fetal livers (Figure 1E–F), but the hematopoietic progenitor cell (HPC) frequency by colony formation assay was lower than in controls (Figure 1G). Within more differentiated cell subsets, acute HFD fetal livers were comparatively enriched in both lymphoid (CD3^+^/B220^+^) and myeloid (Gr1^+^/Ter119^+^) cells, relative to controls (Figure 1H–I). In sum, acute HFD is sufficient to increase fetal body mass, liver cellularity, and expansion of the ASL HSPC population as well as the lymphoid and myeloid lineages in the fetal liver.

### 3.3 Maternal obesity and HFD significantly stunt the fetal liver stem and progenitor cell pool

We next examined the effect of maternal obesity and HFD on hematopoietic development. Diet-induced obesity occurred in female mice chronically fed a HFD for (Figure A.1C) and their average litter size at day 14.5 of gestation was significantly smaller than that of dams fed a control diet (*P* = 0.03, Figure 2A). Chronic HFD 14.5 dpc placentas and fetal mice were an average of 16% and 17% lighter than controls, respectively (Figure 2B–D), suggesting possible intrauterine growth restriction. The cellularity of chronic HFD fetal livers was diminished by 21%, compared to controls (Figure 2E). Although chronic HFD fetal livers had approximately the same frequency of clonogenic HPCs as controls (Figure 2F), they contained significantly fewer immunophenotypic c-Kit^+^ Sca-1^+^ Lin^low/−^ (KSL) and ASL HSPCs, totaling a 51% decrease and 27% decrease, respectively (Figure 2G–H). We next investigated the possibility that some of the HSPC cell loss is attributable to apoptosis at this time of development using Annexin V and propidium iodide staining followed by flow cytometry analysis, but did not find a difference between the two cohorts (Figure 2I). As others have shown that HFD increases oxidative stress and oxidative DNA damage, to which HSPCs are especially vulnerable [24–26], we also tested for elevated reactive oxygen species in the ASL population, but there was no significant difference between the chronic HFD and control livers (Figure 2J). Differentiation is another alternate cell fate, which could be prioritized over self-renewal to account for HSPC loss in chronic HFD fetal livers. Since erythropoiesis is a major process of the fetal liver, we assayed for liver content of F4/80^+^ cells, which reside at the center of blood islands [27], and found a significant reduction of these cells in the chronic HFD cohort (Figure 2K). Conversely, an increase in the proportion of B220^+^ lymphoid and Gr-1^+^/Ter119^+^ myeloid cells in HFD livers was observed within the blood lineage subsets, although the percentage of CD3^+^ lymphoid cells was comparable to controls (Figure 2L–N). This suggests that chronic HFD may bias fetal livers HSPCs toward myeloid and B cell differentiation at the expense of stem cell self-renewal. In sum, chronic HFD-fed, obese dams were less fertile and their offspring exhibited multiple indications of adverse metabolic programming, including growth retardation at day 14.5 dpc, a decrease in HSPC content in fetal livers, and a concomitant increase in differentiated blood cells.

### 3.4 Diet reversal during pregnancy ameliorates liver cellularity but not HSPC content

Our results offer a model in which to test whether the effects of HFD and obesity could be mitigated by a dietary intervention, a key question when extrapolating to human populations. We addressed this possibility by reverting former chronically HFD-fed, obese dams to a control diet during mating and gestation, and then assaying their offspring at 14.5 dpc. Using 3 independent diet reversal (DR) litters, we found that in contrast to the chronic and acute HFD cohorts, there were no significant differences in the placental or body masses of diet reversal (DR) fetal mice, compared to controls (Figure 3A–D), nor were there significant differences in fetal liver cellularity and hematopoietic progenitor cell frequency (Figure 3E–F). Calculation of HSPCs per liver revealed a 46% loss in KSL cells and no significant difference in ASL cell content in DR offspring (Figure 3G–H). There were no significant increases in lymphoid and myeloid populations in DR livers (Figure A.2A–B). These results demonstrate that it is possible to ameliorate the effects of chronic maternal HFD on placental and fetal mass, despite persistence of maternal obesity. Importantly, the fact that DR did not completely normalize liver KSL numbers suggests that it is mainly the obese intrauterine environment that compromises liver HSPC expansion.

### 3.5 Engraftment of HFD-programmed fetal liver cells is constrained by the HFD male microenvironment

We next investigated the reconstitution capacity of fetal liver HSPCs to determine the functional consequences of HFD programming. Transplantation of CD45.2 chronic HFD or control 14.5 dpc fetal liver cells into irradiated CD45.1 adult male recipients (Figure 4A) yielded comparable levels of engraftment for HFD and control fetal liver cells (Figure 4B). These data, along with the HSPC quantification showing partial amelioration of the fetal phenotype with diet reversal, suggest that removal of the HSPCs from the HFD microenvironment enables their functional recovery, in contrast to the results seen in chronic HFD fetal livers, which had significant deficits in immunophenotypically defined HSPCs. We therefore performed a competitive transplantation of HFD- versus control diet-programmed fetal liver cells into female (F) and male (M) mice conditioned on either a HFD or control diet for 11 weeks prior to transplant and thereafter (Figure 4C). Each graft was prepared in duplicate, with a mix of 2.5 × 10^5^ each of HFD- and control-programmed fetal liver cells, and given to a pair of recipient mice of the same sex, conditioned on different diets (Figure 4C). Dietary conditioning with HFD for 11 weeks prior to transplant resulted in a significant boost in body weight, compared to control diet (Figure 4D). The repopulating capacity of HFD fetal liver was significantly compromised in male HFD mice, compared to all other cohorts (Figure 4E), but the peripheral blood chimerism of control fetal liver cells was not significantly different between any recipient groups (Figure 4F). A comparison of each recipient pair demonstrated a relative suppression of repopulation by HFD-programmed fetal liver in 7 HFD recipients (including all males) compared to their control diet partners, whereas 3 female HFD recipients experienced modestly increased chimerism in relation to their controls (Figure 4G). Male HFD recipients experienced a significant reduction in HFD fetal liver-derived B220^+^ B cells, but only male controls had fewer CD3 T cells compared with female control recipients (Figure 4H–I). By contrast, the male HFD group showed a greater proportion of HFD fetal liver-derived Mac-1^+^/Gr-1^+^ myeloid cells than in female HFD or male controls (Figure 4J). Echoing the partial phenotype correction following *in utero* diet reversal, these data indicate that the HFD fetal HSPC repopulation capacity is diminished in a HFD microenvironment, but can be rescued in a control microenvironment.

### 3.6 Maternal obesity & HFD alter expression of genes involved in stress, hematopoiesis, and stem cell self-renewal & mobilization

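Whole livers of 6 control and 6 HFD male fetuses at 15 ± 0.5 dpc were sequenced as polyA-selected RNA, from dams kept on 13.5 or 60 kcal% fat for 12 to 14 weeks. The authors aligned the reads to mm10 with Subread and compared the diets with edgeR, a tool for count data. What was used here is the authors' deposited table of that comparison, with 1 row for each of 30743 gene symbols. Each row gives a log2 fold change of HFD over control, a p-value and an adjusted p-value, once with a dispersion common to all genes and once with a dispersion for each gene (tagwise), and an average log2 CPM. Counts of single livers were not used here, so the spread between livers enters only through the p-values, and no value below has an SD. Standard errors were read back from each fold change and p-value with the normal distribution. Benjamini-Hochberg adjustment over all 30743 rows, recomputed from the p-values, differed from the deposited adjusted p-values by at most 1.2e-14.

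In the authors' deposited table, 11091 rows sat at the lowest average log2 CPM, the value of genes without reads, and 10171 rows lay above 1 CPM. The 1267 genes with a single read fell into 12 patterns, 6 with the read in an HFD library and 6 with it in a control library. Solving these patterns, with the prior count of 2 that edgeR adds, gave the effective size of each library after normalization. It ranged from 11284107 to 13807261 reads in control livers (median 12230290) and from 11984983 to 15489364 reads in HFD livers (median 14052568), and the diets overlapped (exact permutation test of the means, two-sided, p = 0.0693). The libraries could not be tied to single fetuses. These sizes were whole multiples, from 161 to 221, of 1 unit of reads, and a gene whose count equals that multiple lay at percentile 74.84 of the average log2 CPM of the 19652 rows with reads. They are given here as normalized sizes, and the number of reads of each liver is not known from them. The precision depended on expression: the median standard error of the log2 fold change with the tagwise dispersion was 0.58 for the 4556 genes from -2 to 0 log2 CPM and 0.065 for the 2373 genes above 6. With the p-value that the adjustment required, a gene of median precision had to change 3.72-fold in the first class and 1.16-fold in the second.

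**Figure D1:**
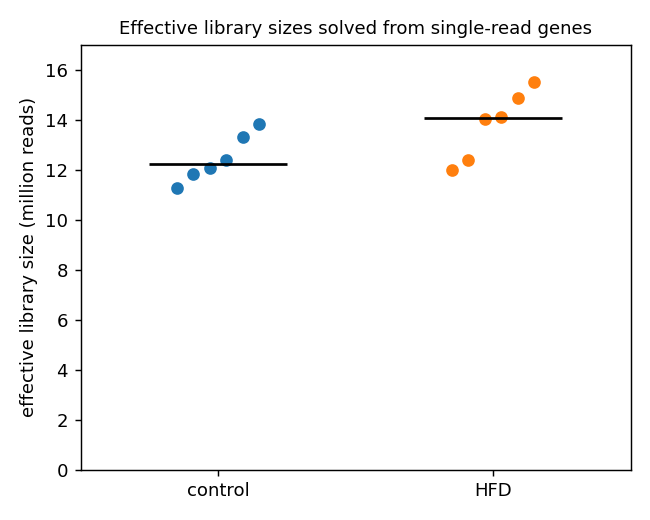
Effective library size after normalization, in reads, for the 6 control and the 6 HFD libraries. Each point is 1 library and the lines are the medians, 12230290 and 14052568 reads. The ranges of the diets overlap.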

We expanded on our observations using RNA sequencing (RNA-seq) as an unbiased approach to gain a more comprehensive understanding of the fetal hematopoietic response to maternal HFD. To do this, we analyzed the transcriptome of HFD-programmed versus control fetal livers and found upregulation of 115 genes and downregulation of 31 genes (Figure 5A), in this case using male tissue, in which more pronounced effects are observed [28]. 

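With a fold change above 1.5 and an adjusted p-value under 0.05 under both dispersions, 125 genes were higher and 31 lower in HFD in the authors' deposited table. All 146 genes printed in Fig. 5A were among these 156, each in its printed direction, and the other 10, all higher in HFD, are not printed there. The median log2 fold change in the authors' deposited table was 0.83 for the genes printed as upregulated and -0.86 for those printed as downregulated. Of these, 74 of the 115 and 21 of the 31 changed by less than 2-fold. Among the genes of Fig. 5A, the largest increases in the authors' deposited table were in Cel, Pyy, Ctrb1, Cpb1 and Orm1, with log2 fold changes from 3.30 to 2.85. Among the same genes, the largest decreases in the authors' deposited table were in Slc5a8, 1700045I19Rik, Krt5, L3mbtl1 and Krt15, with log2 fold changes from -2.82 to -2.10. With the fold change threshold dropped and the tagwise dispersion used alone, 251 genes were higher and 444 lower, so that 36.1% of the genes were higher, against 80.1% of the 156. After centring the fold changes on their trimmed mean of -0.05, a choice made after the data were seen, these numbers were 332 higher and 122 lower, or 73.1% higher. Centring with the fold change threshold and both dispersions gave 144 higher and 17 lower. Because centring raised every fold change, more higher and fewer lower genes had to follow.

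**Figure D2:**
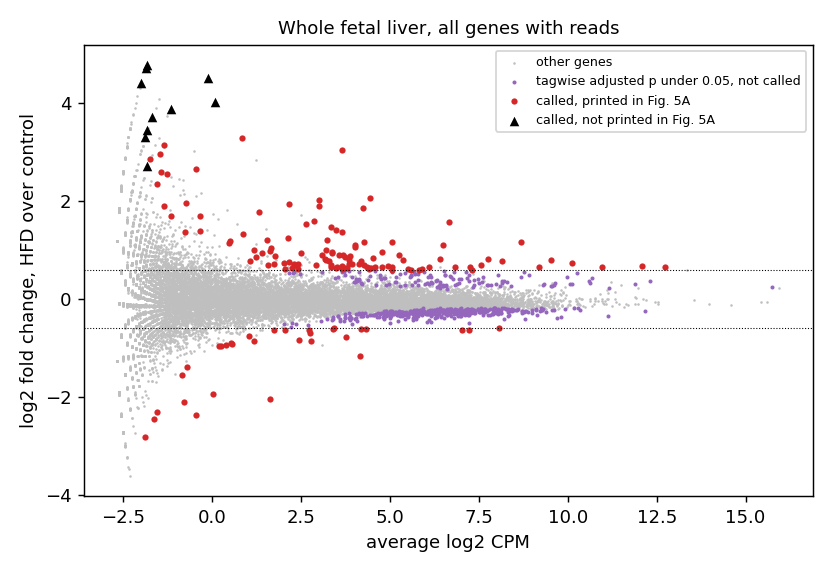
Log2 fold change of HFD over control with the tagwise dispersion against average log2 CPM, for the 19652 genes with reads. Dotted lines mark a fold change of 1.5. The 146 genes of Fig. 5A are red and the 10 called genes not printed there are black triangles, which lie at the left above a log2 fold change of 2.7. Purple points have a tagwise adjusted p-value under 0.05 but are not called.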

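Table 1 lists 87 distinct genes, and 36 of them stand under more than 1 process. Of these genes, 86 are printed in Fig. 5A, and all 87 passed both dispersions in the listed direction. Fcgbp is the gene of Table 1 that Fig. 5A does not print. Under mitochondrial processes, 11 listed genes were higher, with log2 fold changes from 0.63 to 1.70 in the authors' deposited table, and 4 were lower. Under insulin signaling, 5 were higher, with a median log2 fold change of 1.17 in the authors' deposited table, and 1 was lower. The genes listed for HSPC or blood cell differentiation were 4 higher and 2 lower, and the median of the lower ones was -1.74 in the authors' deposited table. Under development, 13 were higher and 3 lower. With an adjusted p-value under 0.01 in both analyses, 9 of the 11 mitochondrial genes, 4 of the 5 insulin signaling genes and 12 of the 13 development genes were still higher. The 3 genes listed for retinoic acid signaling no longer passed at that threshold.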

Several of the targets that we identified to be transcriptionally altered have roles in regulation of metabolism, immunity or inflammation, mitochondrial functions, cell migration or adhesion, stress, insulin signaling, hematopoiesis, and other processes (Table 1). 

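Egr1, the symbol under which the table lists Egr-1, lies on chromosome 18 of GRCm38 (mm10) from 34859823 to 34864984. In the authors' deposited table its log2 fold change was 1.58, with an adjusted p-value of 1.30e-40 for the common and 8.79e-07 for the tagwise dispersion. The standard error read back from the p-value was 0.11 with the common dispersion and 0.25 with the tagwise dispersion, a ratio of 2.24, so Egr1 varied more between livers than most genes of its expression level. Mmp8 lies on chromosome 9 from 7558456 to 7568485 and Mmp9 on chromosome 2 from 164940780 to 164955850. The log2 fold change of Mmp8 in the authors' deposited table was 0.72 (standard error 0.16 and adjusted p-value 0.00109 with the tagwise dispersion). That of Mmp9 in the authors' deposited table was 0.71 (standard error 0.14, adjusted p-value 0.000131). Their 95% intervals, from 0.42 to 1.03 for Mmp8 and from 0.44 to 0.97 for Mmp9, excluded 0. They included the threshold of 1.5-fold, which is 0.585 on this scale. The intervals treat the 6 livers of a diet as independent. The first number of the sample titles takes 2 values in control and 3 in HFD fetuses. If these are litters whose livers are alike, the intervals are too narrow. Granulocyte genes outside Fig. 5A were also higher, with a median log2 fold change of 0.36. Whole-liver RNA does not show in which cells Mmp8 and Mmp9 rose.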

The *Early growth response-1* (*Egr-1*) gene, normally expressed at low levels in fetal liver HSC [29] in preparation for HSC migration to the BM compartment [30], was comparatively upregulated in chronic HFD fetal livers, consistent with increased expression of *matrix metalloproteinase 8* (*Mmp8*) and *9* (*Mmp9*), both regulators of HSPC migration [31,32]. Six transcripts involved in complement activation were among the upregulated transcripts in HFD fetal livers; this process is also activated in nonalcoholic fatty liver disease (NAFLD) [33].

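The 6 genes listed for complement activation in Table 1 are A2m, C3, C4bp, C9, Fcnb and Mbl2. C3, on chromosome 17 of GRCm38 from 57203970 to 57228136, was the most abundant of them at 4360 CPM, and its log2 fold change in the authors' deposited table was 0.67 (standard error 0.13 and adjusted p-value 9.65e-05, tagwise). Mbl2, on chromosome 19 from 30232942 to 30239687, changed most, with a log2 fold change of 1.60 in the authors' deposited table (standard error 0.23, adjusted p-value 8.15e-09). The other 4 had log2 fold changes from 0.61 for C9 to 0.79 for A2m in the authors' deposited table. The 95% intervals of all 6 excluded 0, and that of Mbl2, from 1.16 to 2.05, alone lay above the threshold of 1.5-fold. All 6 passed at an adjusted p-value under 0.01, and 1 passed a threshold of 2-fold. All 6 also passed after centring, but centring raised every log2 fold change by 0.05, so this hardly tests higher genes. Among 20 other complement genes with reads, chosen after the data were seen, 19 were higher, and their median log2 fold change was 0.19 in the authors' deposited table. That median lay at percentile 100 of 10000 random lists of genes of the same expression. Acute phase genes, with a median of 0.33, also lay at percentile 100, and mature hepatocyte genes, with 0.15, at percentile 99.5. The percentile of the complement genes therefore cannot be told apart from a wider rise of hepatocyte genes.

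**Figure D3:**
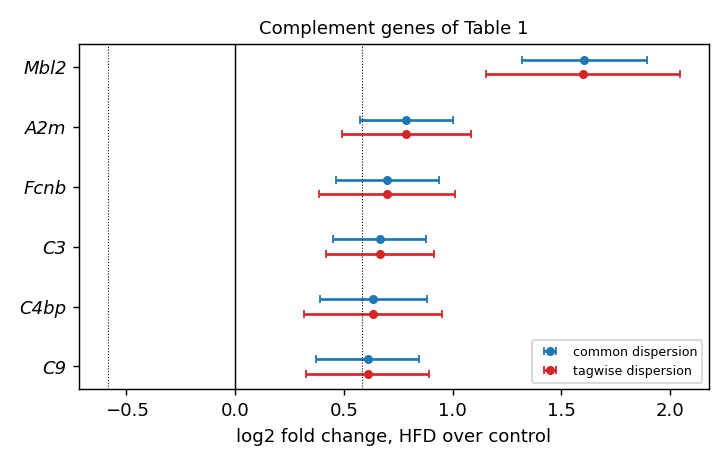
Log2 fold change of HFD over control for the 6 complement genes of Table 1, with 95% intervals from the standard errors read back from the p-values, for the common (blue) and the tagwise (red) dispersion. Dotted lines mark a fold change of 1.5. No interval reaches 0.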

We next immunomagnetically isolated fetal liver cells using Sca-1 as a marker, to determine whether genes of interest identified by RNA-seq in whole livers were differentially expressed within an HSPC-enriched subset of cells. As in RNA-seq, *Mmp8* was upregulated in HFD livers, and *Mmp9* trended upward, though it was not significantly different from controls (Figure 6A). *Egr-1* was expressed at lower levels within the Sca-1-enriched population in chronic HFD, consistent with the results from the matrix metalloproteinases that suggest aberrant egress of HSPCs. Chronic HFD, Sca-1-enriched fetal liver cells also expressed lower levels of *Bmi1*, which has protective functions against ROS and in adult HSC, regulates activation of DNA damage response and is required for self-renewal and maintenance [34,35]. Both *Hmga2* and *Igf2bp2*, which should be richly expressed in highly self-renewing fetal liver HSPCs [18], were downregulated as well, suggesting a reduction in the prenatal expansion of the HSPC compartment. 

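Table 1 lists 8 higher genes (Bbc3, Chac1, Hao1, Igfbp2, Lcn2, Map3k9, Trib3 and Vnn1) and 1 lower gene (Chrna4) under stress, and all 9 passed both dispersions in whole livers. Trib3, on chromosome 2 of GRCm38 from 152337422 to 152344032, had the largest log2 fold change of them in the authors' deposited table, 1.86 (standard error 0.32, adjusted p-value 8.19e-06, tagwise). Chac1, on the same chromosome from 119351229 to 119354381, had 1.46 in the authors' deposited table (standard error 0.33, adjusted p-value 0.00232). The tagwise standard errors of Trib3 and Chac1 were 2.49 and 2.43 times the common ones. The increases of the other 6 genes ranged from 0.64 to 1.41 on the log2 scale in the authors' deposited table, and Chrna4 had -0.84. With an adjusted p-value under 0.01, 6 of the 9 passed, and Igfbp2, Map3k9 and Vnn1 did not. Trib3 and Chac1 are targets of the integrated stress response. Of 14 further targets outside Fig. 5A, 12 were higher in HFD, with a median log2 fold change of 0.24 in the authors' deposited table.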

In sum, these gene expression data corroborate a prenatal stress response to HFD and further suggest suppression of HSPC self-renewal and possible premature mobilization during a critical developmental transition for HSPC from the fetal liver to the bone marrow stem cell niche.

## 4 Discussion

Prenatal development is a period of rapid growth and epigenetic remodeling, during which an organism is particularly vulnerable to conditions that adversely impact organ development and disease propensity later in life. Fetal programming of adult disease via maternal nutrition has been revealed in many retrospective studies. Both epidemiological and experimental evidence support a role for maternal obesity and prenatal HFD in reproductive deficiencies, fetal growth restriction, defects in brain development, cardiac abnormalities, and endocrine dysfunction [3–7]. Here, we show for the first time that an adverse metabolic microenvironment during fetal hematopoietic development limits HSPC self-renewal and promotes differentiation.

The skewing of B cell, T cell, and myeloid cell differentiation at such an early stage of development suggests that developmental programming of the immune system by maternal obesity and HFD may affect later immune system response. While we did not analyze the fetal thymus to investigate the main repository of T cell progenitors, both B and T cell and myeloid progenitor cells are present in the fetal liver, concordant with the production of differentiated blood cells that occurs there. It is possible that signaling, such as nutrients or maternal cytokines, could directly or indirectly promote one type of differentiation over another in the context of our fetal model, though further studies are needed in order to assess this. In adult diet-induced obesity mice, loss of B and T cells has been previously reported in males [36], though not in the context of HFD-programmed fetal HSPC engraftment, as seen in our competitive transplantation. In obese humans and animal models, numerous studies have demonstrated chronic low-level inflammation and impairments in immune defense against bacterial and viral infections [37,38]. Fetal immune cells may also be capable of activating to increase the risk of NAFLD, as prenatal onset of hepatic inflammation under HFD and obesity has been demonstrated in non-human primates [39]. Furthermore, the positive correlation between asthma rates and body mass index, insulin resistance, and increased levels of serum triglycerides in children, as well as the link between insulin resistance or diabetes and reduced lung function, lend strong evidence to a potential role for prenatal programming of immune dysfunction [40].

We demonstrate the susceptibility of the fetal liver to prenatal metabolic injury and the subsequent compromise of this critical site for HSPC pool expansion. This work complements our previous studies in neonatal mice and fetal macaques that exhibited a disproportionate restriction of liver growth when gestated under a lipid-rich diet (hematopoietic function was not tested in those studies) [14,41]. Our data also support recent reports that short-term HFD exposure leads to hematopoietic expansion [42]. Substantial amplification of lymphoid cell populations in the acute and chronic HFD groups suggests that prenatal HFD exerts pressure on the fetal hematopoietic system to prioritize lymphocyte development, in line with a study in which 3–6 months of HFD feeding in adult mice resulted in elevated bone marrow lymphocytes and thymic enlargement [43]. In our study, prenatal HFD, compounded by maternal obesity, promoted excess differentiation of both lymphoid and myeloid cell lineages in fetal livers, consistent with a reduction in the opposing cell fate of self-renewal and a recent report that diet-induced obesity can skew adult murine blood differentiation toward myelopoiesis [44]. In adult mice, HFD has been demonstrated to dramatically increase serum leptin levels, especially with weight gain, and this stimulates myelopoiesis and lymphopoiesis [43]. Studies in mice and rats have found leptin and certain leptin receptor isoforms to be expressed in the fetal liver and placenta; with HFD, fetal leptin levels increase [45–48]. Further studies are needed to determine whether leptin signaling plays a role in skewing fetal hematopoiesis under obesity and HFD, though its roles in lymphopoiesis, erythropoiesis, and myelocytic progenitor proliferation have been demonstrated in adults [49,50]. Postnatal HSPC are profoundly susceptible to metabolic cues and rely heavily upon glycolysis and fatty acid oxidation for control of cell fate, and though little is known about fetal HSPC metabolism, a recent study reported that glucose metabolism increases HSC production in zebrafish [12,51]. Glucose and glutamine are also necessary for erythroid and myeloid differentiation, and the availability of both in blood is affected by obesity [52]. Our data indicate that metabolic perturbation of the fetal stem cell compartment, demonstrated in both conditions involving maternal obesity, limits self-renewal and skews lineage specification, whereas acute HFD exposure may simply accelerate normal blood differentiation.

These observations on the impact of diet manipulation on HSPC pool composition are corroborated by our gene expression studies. Metabolic, immune and inflammatory processes were the most common categories encompassing differentially expressed transcripts, particularly upregulated genes, in HFD fetal livers, suggesting broad dysregulation. 

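In whole livers, metabolism held 32 higher and 4 lower genes of Table 1, and immunity or inflammation held 27 higher and 3 lower, with 8 genes counted under both. Development, the next in size, held 16 genes. The median log2 fold change of the higher genes in the authors' deposited table was 0.90 for metabolism and 0.78 for immunity or inflammation. The largest increase under metabolism was that of Cel (3.30), a pancreatic enzyme gene for which collected pancreatic tissue is a candidate explanation. Under immunity or inflammation it was that of Fcgbp (4.02), which Fig. 5A does not print. With an adjusted p-value under 0.01, 25 of the 32 and 18 of the 27 remained higher. After centring, all 32 and all 27 still passed, while 2 of the 4 and 2 of the 3 lower genes did. Since centring raised every fold change, it favoured higher genes and hardly tests them. Several listed genes belong to families of similar sequence, such as Akr1c, Cyp3a and Stfa, in which reads can be shared, so the values of single members are uncertain. From the frequency of these categories, above all among upregulated genes, the paper proposes that HFD broadly dysregulates the fetal liver.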

Within HSPC-enriched chronic HFD fetal liver cells, a fetal lymphoid differentiation regulator, *Lin28b*, was slightly upregulated; although this has been shown to positively regulate *Hmga2*, the expression of both *Hmga2* and a direct target, *Igf2bp2*, were down [18,53], suggesting that this HSPC-specific developmental pathway is dysregulated, contributing to a loss of rapid prenatal expansion. 

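In whole livers, Mmp8 and Mmp9 stand with 7 other genes under migration or adhesion in Table 1, and all 9 passed both dispersions. Dsg1c, Fn1, Fpr2, Hrg and Vnn1 were higher, and Itgae and Podxl lower. Hrg had a log2 fold change of 1.20 in the authors' deposited table (standard error 0.23, adjusted p-value 0.000137, tagwise), and Podxl had -0.64 (standard error 0.13, adjusted p-value 0.000302). Dsg1c changed most in the authors' deposited table, with 2.56, but at 0.42 CPM its standard error was 0.62. Itgae, at 0.61 CPM, had -1.40 in the authors' deposited table with a standard error of 0.40. At an adjusted p-value under 0.01, 5 of the 9 passed, and Fn1, Fpr2, Vnn1 and Itgae did not. Whole-liver RNA does not show in which cells these genes changed. Granulocyte genes outside Fig. 5A were higher as well, with a median log2 fold change of 0.36, so these values cannot single out migrating HSPCs.

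**Figure D4:**
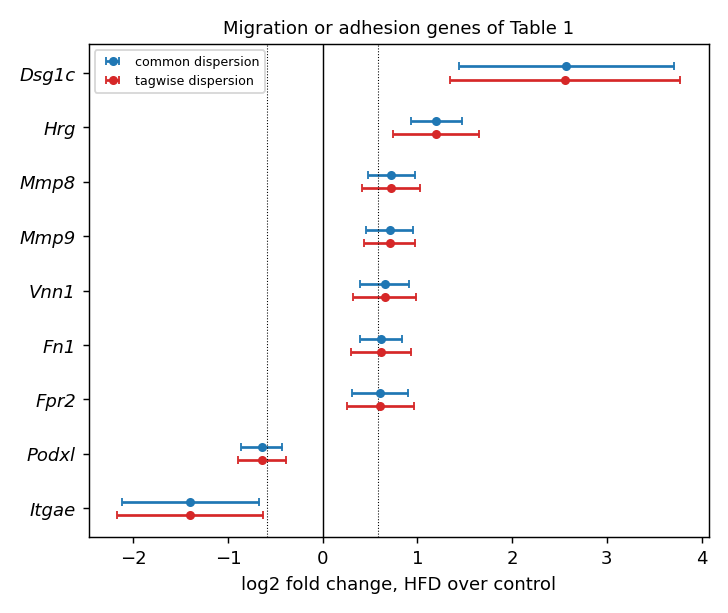
Log2 fold change of HFD over control for the 9 genes listed under migration or adhesion, with 95% intervals from the standard errors read back from the p-values, for the common (blue) and the tagwise (red) dispersion. Dotted lines mark a fold change of 1.5. The widest intervals belong to Dsg1c and Itgae, which lie under 1 CPM.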

Further, concerted upregulation of both *Matrix metalloproteinase 8* (*Mmp8*) and *9* (*Mmp9*) via HFD suggest premature egress of HSPC from the fetal liver niche [31,32]. Postnatal stress-induced HSPC migration is demonstrated by others, consistent with the notion of niche involvement in the observed fetal HSPC phenotype [54–56].

We show that chronic HFD fetal liver HSPCs are especially sensitive to the unfavorable hematopoietic microenvironment in HFD-conditioned male mice and are perhaps susceptible to the inflammatory milieu that arises particularly in males [57]. Estrogen has a protective effect against obesity and glucose intolerance (in mice) [58], and increases self-renewal of HSCs [59], which may explain why donor chimerism in female recipients was higher than that in males. An exaggerated response to inflammation and the myeloid lineage bias, seen in HFD male recipients, echo an aging phenotype of low-grade inflammation and myeloid-dominant hematopoiesis [60]. Finally, a male predilection has already been shown for adverse developmental programming of hypertension, impaired renal development, placental inflammation, and complications from maternal diabetes [28].

## 5 Conclusions

In summary, our data identify the hematopoietic compartment as a previously unrecognized target for nutritional developmental programming. Metabolic cues impact stem cell development, lineage specification, and both early formation and reconstitution of the blood system. While HFD in the short-term boosts expansion of the fetal hematopoietic compartment, the complex metabolic changes that coincide with obesity put significant constraints on growth and expansion of fetal liver HSPCs. The link between maternal health, prenatal nutrition and childhood diseases involving immune progeny of the HSC compartment [2,8,61,62] highlight the need to better understand the susceptibility of the developing hematopoietic system to metabolic dysregulation, especially in light of the spreading western-style diet and accompanying obesity epidemic.

## Authorship contributions

A.N.K. designed and performed the experiments, wrote and edited the manuscript. N.A.G., and S.M.K. designed and performed the experiments. P.R.L., X.Z. and Q.R.C. performed experiments. S.J. and S.K.M. guided RNA-seq bioinformatics and wrote the corresponding methods. P.K. and D.L.M. designed experiments, and wrote and edited the manuscript.

## Figures and Tables

**Table A.1:** qRT-PCR primer sequences for *Mmp8* and *Egr1*.

Gene	Forward primer	Reverse primer
*Mmp8*	CTT GCC CAT GCC TTT CAA CC	GGG GTT GTC TGA AGG TCC ATA
*Egr1*	ACC TAC ACT CCC CGC AGT GT	AGG ATT GAA GGC GCT GCT GC

**Figure A.1:**
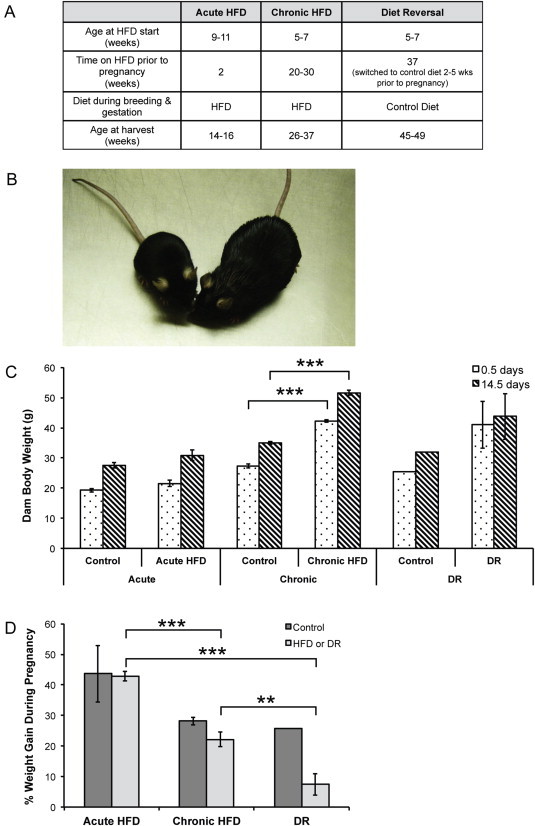
Dietary schematics and maternal weight gain during pregnancy. (A) Summary of dietary schematics and timeline for breeding. Control mice for each respective group were age-matched. (B) Representative photo of a non-pregnant control diet-fed (left) versus a chronic HFD-fed (right) female mouse. (C) Weights for dams on day 0.5 and 14.5 of gestation (*n*_Control_ = 3, *n*_acute_ = 5; *n*_Control_ = 4, *n*_chronic_ = 5; *n*_Control_ = 2, *n*_DR_ = 3). (D) Percent weight gain during pregnancy (expressed as percent of weight by 14.5 dpc to starting weight on gestational day 0.5) was calculated in order to compare dam weight gain across experiments, as the three experimental setups each contained dams at different ages (acute HFD *n*_Control_ = 3, *n*_HFD_ = 5; chronic HFD *n*_Control_ = 4, *n*_HFD_ = 5; DR *n*_Control_ = 2, *n*_DR_ = 3). Error bars are standard error of the mean. Asterisks indicate *P* ≤0.05 for *, *P* ≤0.01 for **, and *P* ≤0.001 for ***.

**Figure A.2:**
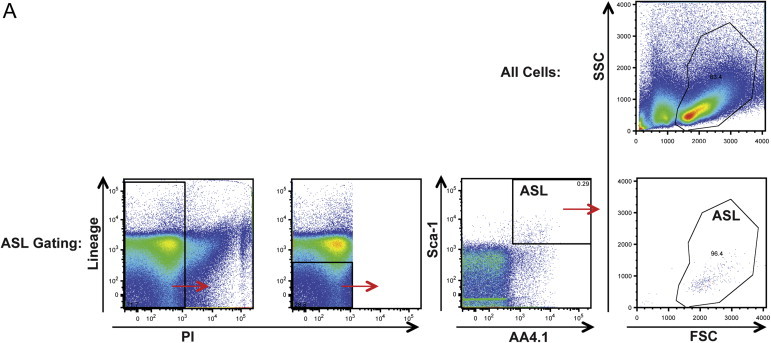
Fetal liver ASL flow cytometry gating validation. (A) Flow cytometry dot plots showing gating of fetal liver cells in forward scatter (FSC) and side scatter (SSC), compared to gating starting with viability and lineage markers, then Sca-1 and AA4.1, and backgating analysis of ASL cells in FSC and SSC.

**Figure A.3:**
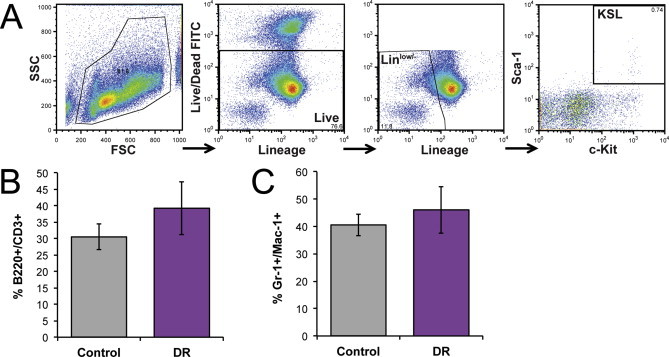
Lymphoid and myeloid fetal liver cells in DR cohort. (A) Flow cytometry gating schematic for fetal liver KSL cells. (B) Percent lymphoid cells and (C) myeloid cells in DR versus control fetal livers.

**Figure 1:**
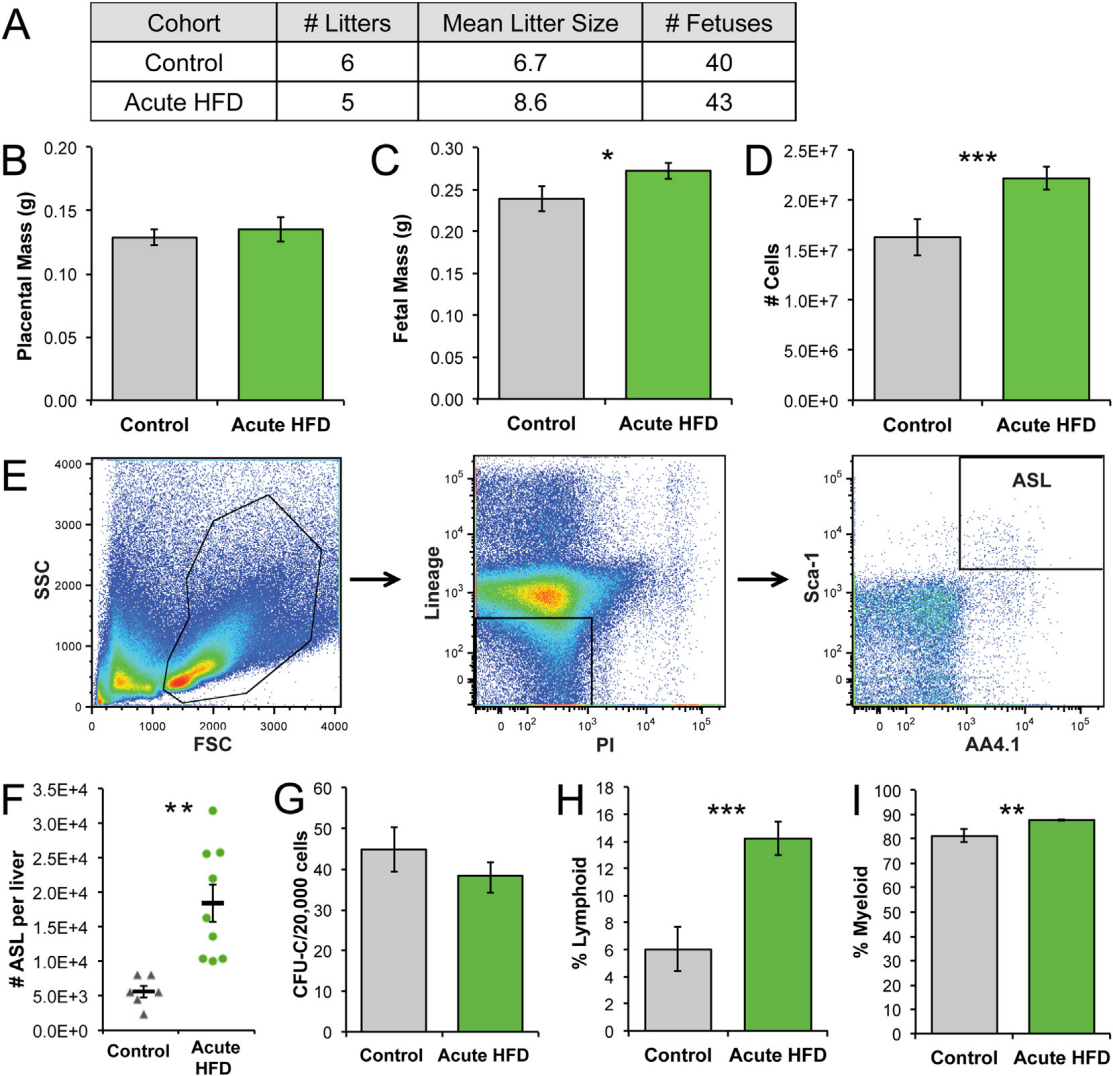
Acute HFD induces a significant increase in fetal liver hematopoietic cellularity. (A) Litter data. (B) Placental weights. (C) Fetal weights. (D) Cells per liver. For B–D, *n*_Control_ = 40, *n*_HFD_ = 43. (E) Flow cytometry gating of fetal liver cells, viable lineage (CD3, CD4, CD5, B220, Gr-1, Ter119) low or negative cells, and ASL cells. (F) The number of ASL HSPCs per liver was calculated from flow cytometry and liver cell counts, *n*_Control_ = 6, *n*_HFD_ = 9. (G) Hematopoietic progenitor cell frequency as colony forming units per 20,000 cells, *n*_Control_ = 10, *n*_HFD_ = 8. (H) Percent lymphoid (B220^+^/CD3^+^) cells in fetal liver. (I) Percent myeloid (Gr-1^+^/Ter119^+^) cells in fetal liver. Error bars reflect standard error of the mean; asterisks indicate *P* ≤0.05 for *, *P* ≤0.01 for **, and *P* ≤0.001 for ***.

**Figure 2:**
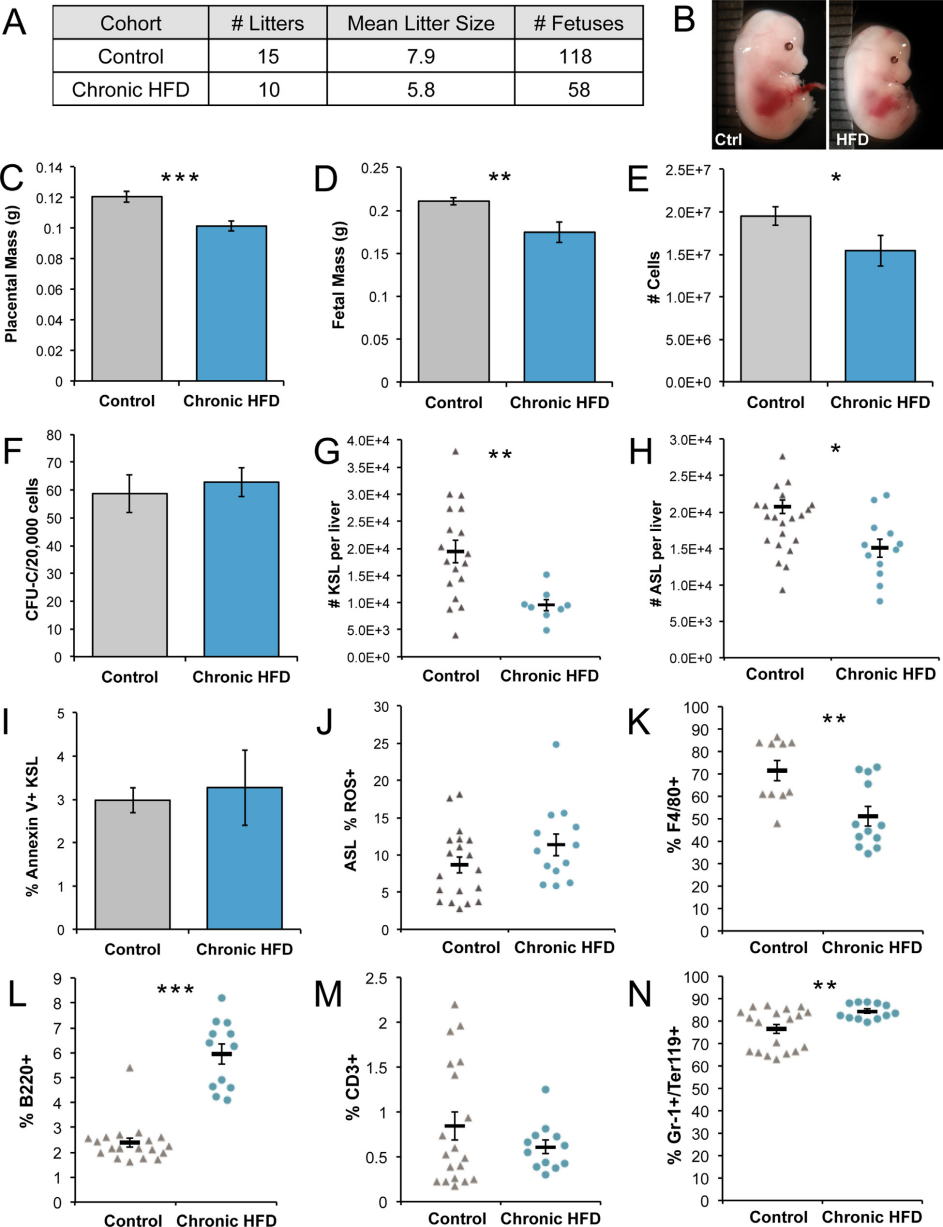
Maternal obesity with HFD causes a significant decrease in fetal liver HSPCs. (A) Litter data. (B) Representative photo of control and chronic HFD fetal mice. (C) Placental weights (*n*_Control_ = 32, *n*_HFD_ = 27). (D) Fetal weights (*n*_Control_ = 32, *n*_HFD_ = 27). (E) Cells per liver (*n*_Control_ = 55, *n*_HFD_ = 39). (F) Hematopoietic progenitor cell frequency as colony forming units per 20,000 cells. (G) Number of c-Kit^+^ Sca-1^+^ Lin^low/−^ cells in HFD versus control-diet fetal livers (*n*_Control_ = 18, *n*_HFD_ = 8) and (H) ASL cells (*n*_Control_ = 21, *n*_HFD_ = 12). (I) Annexin V^+^ KSL fetal liver cells (*n* = 3 per cohort). (J) Percent of ROS+ ASL cells, measured by staining by the ROS detection dye, carboxy-H_2_DCFDA. (K) CD3^+^, (L) B220^+^, and (M) Gr-1^+^/Ter119^+^ fetal liver cells (N) Percent of F4/80^+^ cells. Error bars reflect standard error of the mean; asterisks indicate *P* ≤0.05 for *, *P* ≤0.01 for **, and *P* ≤0.001 for ***.

**Figure 3:**
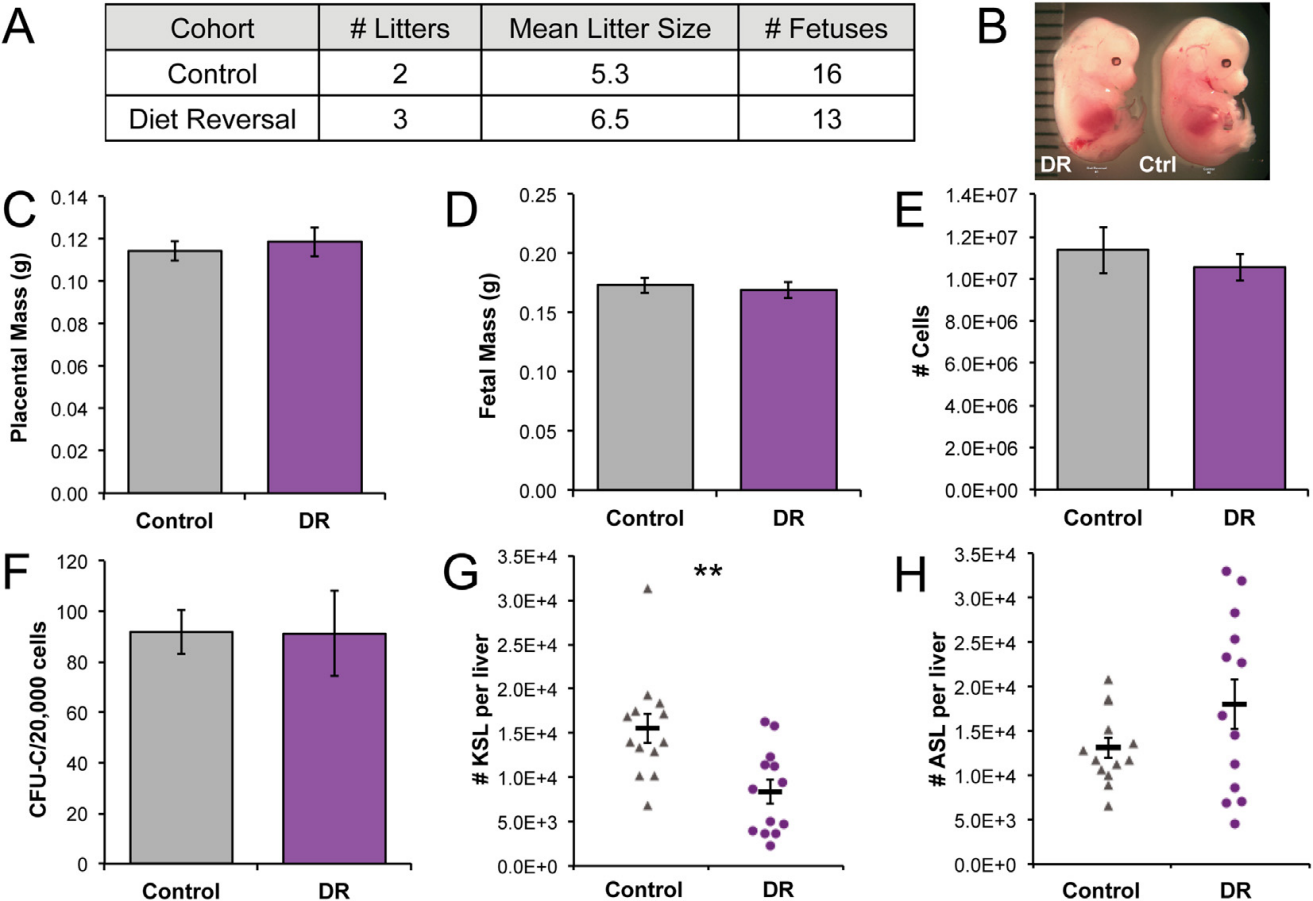
Maternal diet reversal ameliorates some fetal defects, but not diminished HSPC content. (A) Litter data. (B) Photo of DR and control fetuses. (C) Placental weights. (D) Fetal weights. (E) Cells per liver. For C-E, *n*_Control_ = 16, *n*_DR_ = 13. (F) Hematopoietic progenitor frequency, *n*_Control_ = 3, *n*_DR_ = 3. (G) Percent KSL and (H) ASL cells in fetal liver (*n*_Control_ = 13, *n*_DR_ = 13). Asterisks indicate *P* ≤0.05 and *P* ≤0.01 for **. DR, diet reversal.

**Figure 4:**
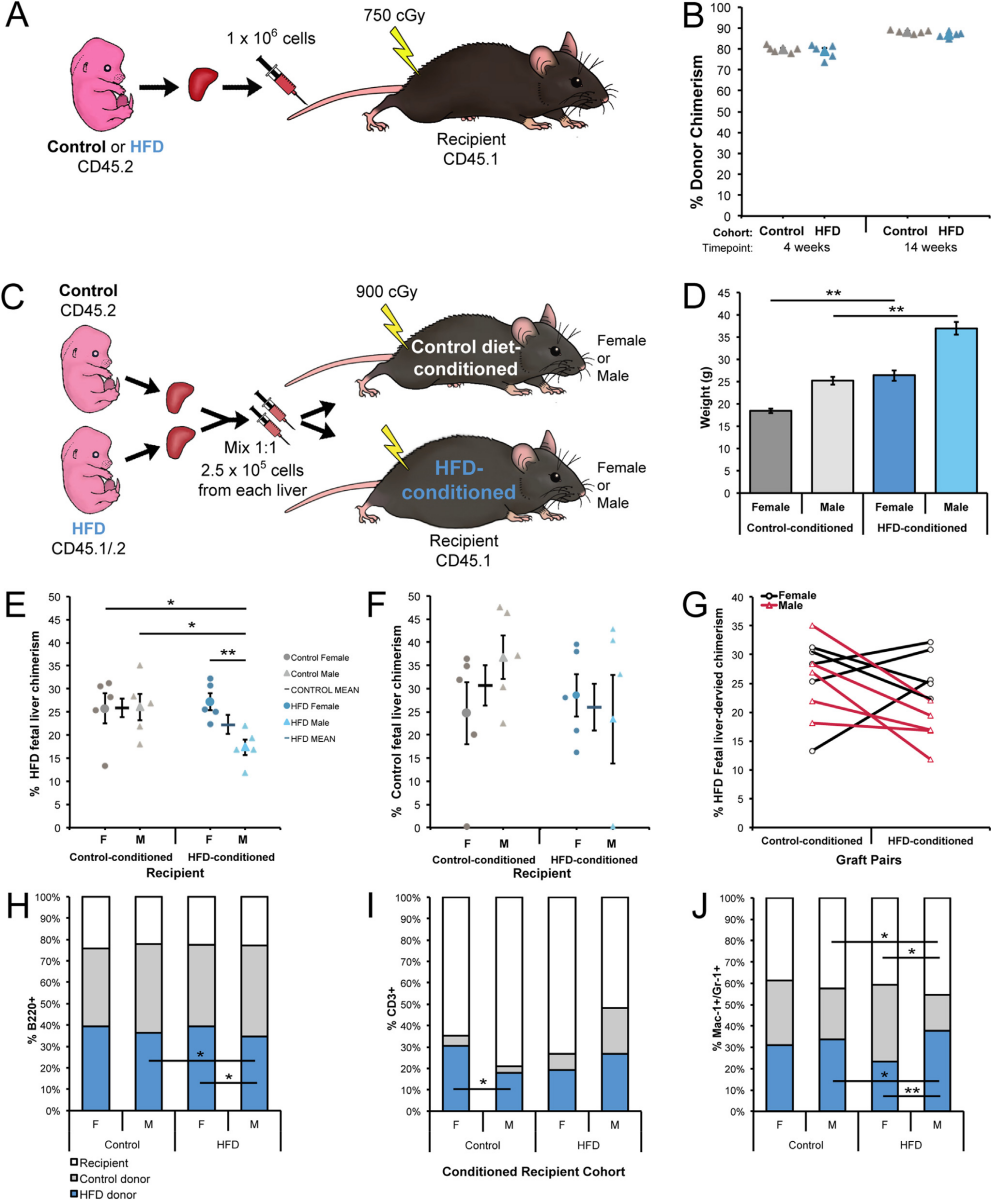
Reduced engraftment of chronic HFD fetal liver cells in the HFD male niche. (A) Schematic for non-competitive transplantation of HFD and control diet fetal liver cells. (B) Peripheral blood fetal liver-derived donor chimerism for non-competitive transplantation at 4 and 14 weeks post-transplant. (C) Schematic for competitive transplantation of HFD versus control fetal liver cells into diet-conditioned recipients. (D) Body weights of recipient mice after 11 weeks of nutritional preconditioning, just prior to transplantation. Peripheral blood chimerism of (E) HFD or (F) control diet fetal liver cells in diet-conditioned recipients at 4 weeks post-transplant. (G) Comparison of HFD fetal liver chimerism in graft pairs; duplicate grafts were given to 2 recipients of the same sex, which were conditioned on different diets. Blood lineage chimerism for residual recipient CD45.1, control donor fetal liver CD45.2, and HFD donor fetal liver CD45.1/.2 cells in (H) B220^+^, (I) CD3^+^, and (J) Mac-1^+^/Gr-1^+^ populations. HFD, high-fat diet; cGy, centigray; F, female; M, male. Error bars reflect standard error of the mean. Asterisks indicate *P* ≤0.05 for * and *P* ≤0.01 for **.

**Figure 5:**
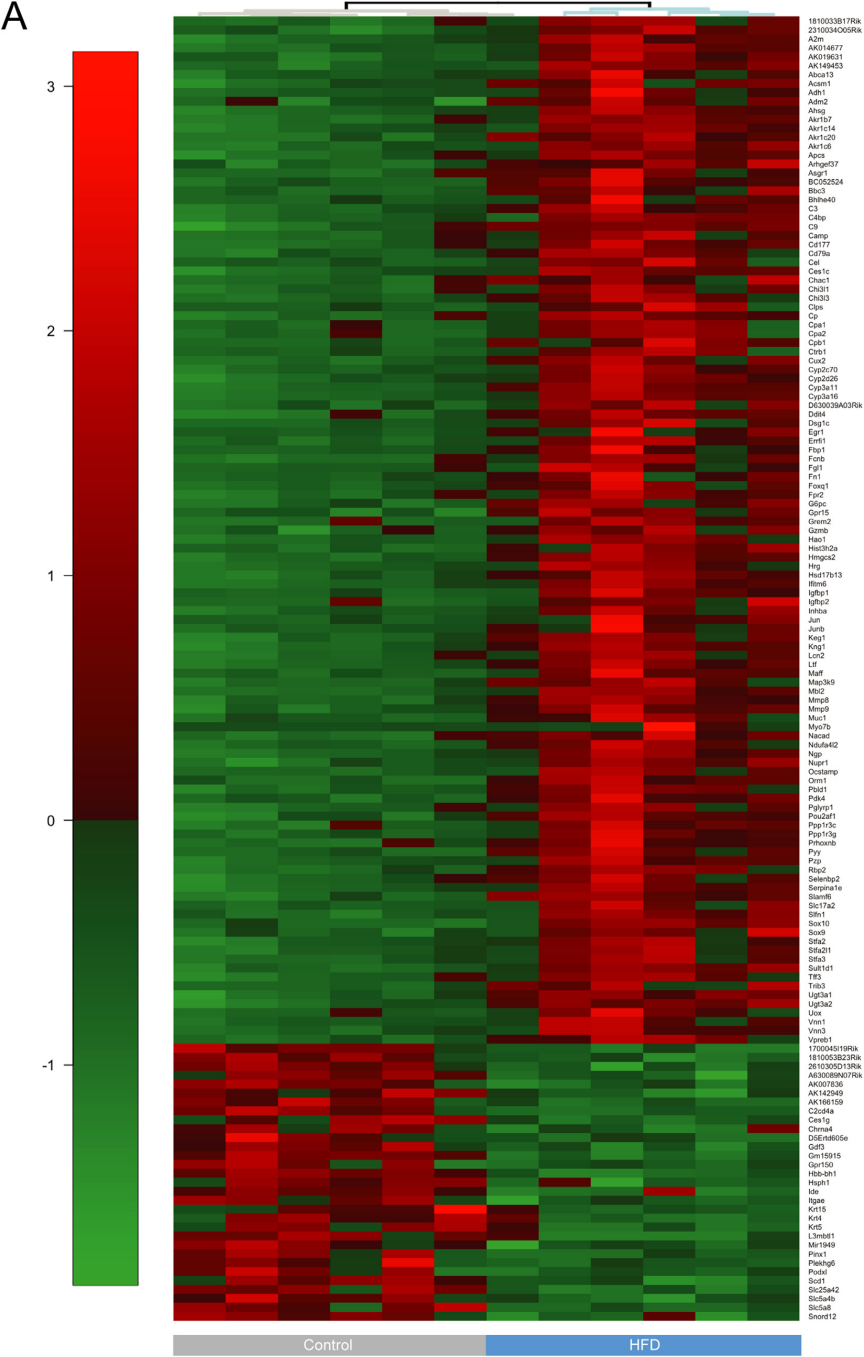
Differential expression of transcripts in HFD versus control fetal livers. (A) Heatmap visualization of differentially expressed* (DE) transcripts between high-fat and control diet programmed, male, 15 ± 0.5 dpc fetal liver cells, as analyzed by RNA-seq. Transcripts with significant fold changes, based on both fold change and FDR adjusted *P*-value threshold, are shown in the heat map. Gene names are indicated to the right of the heat map and cohort is shown at the bottom. Red = upregulation, green = downregulation. Dendrogram indicates sample clustering. *DE genes defined as having an FC >1.5 and FDR <0.05 in both the common and tagwise dispersion estimate analysis.

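The common dispersion alone called 194 genes higher and 38 lower at these thresholds in the authors' deposited table, and the tagwise dispersion alone called 125 and 31, the same genes as both together. The tagwise dispersion thus removed 76 of the 232 calls of the common dispersion. In the removed genes the standard error with the tagwise dispersion was 1.81 times that with the common dispersion (median), against 1.25 times in the genes of Fig. 5A and 0.87 times in all genes above 1 CPM. The common standard errors of 147 highly expressed genes correspond to a dispersion of 0.0169, or a coefficient of variation of 13.0% between livers.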

**Figure 6:**
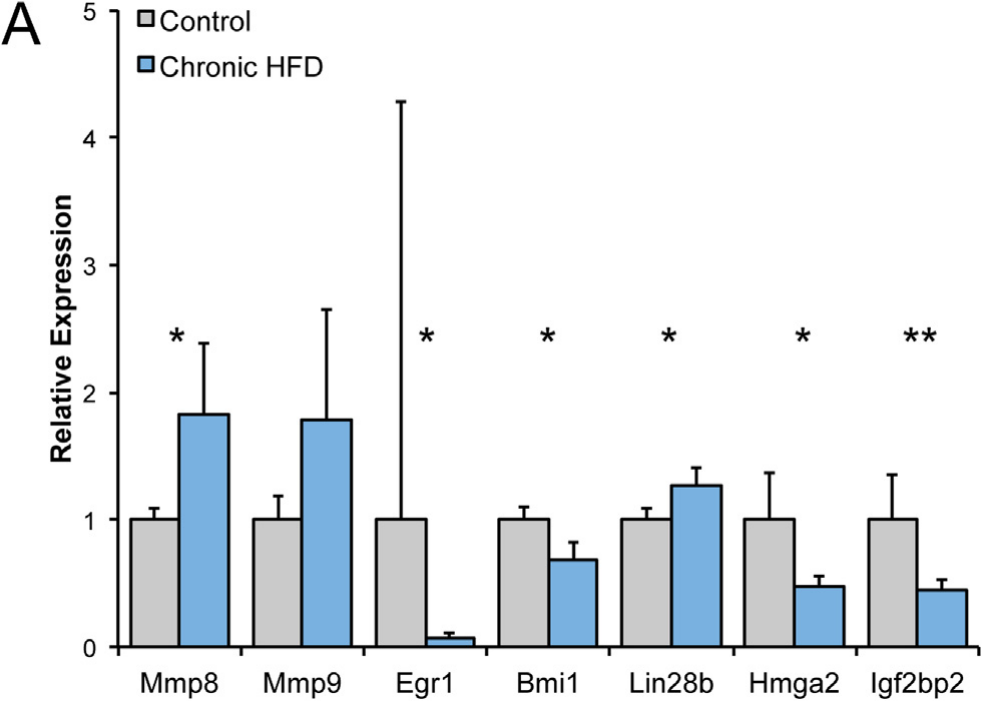
Differential expression of genes involved in self-renewal and migration in HFD and control fetal liver cells. (A) QRT-PCR analysis of Sca-1-enriched chronic HFD versus control fetal liver cells. The corrected significance level (false discovery rate) is *q* = 0.04.

**Table 1:**
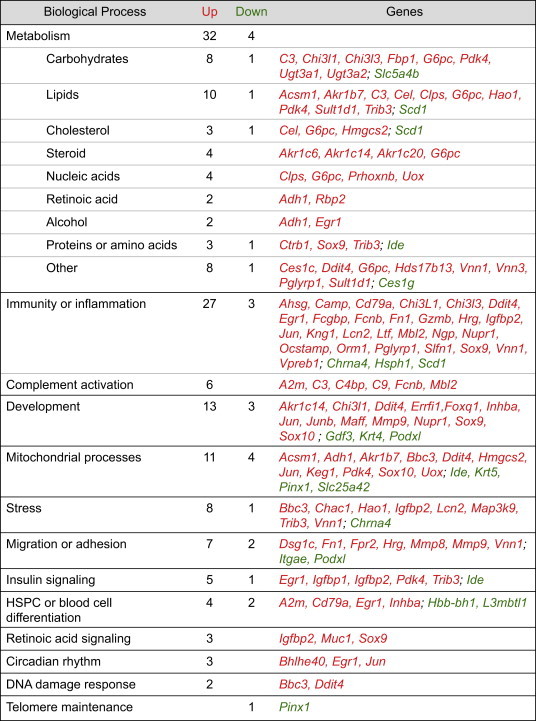
Processes related to differentially expressed transcripts in HFD-programmed fetal liver from RNA-seq. Red = upregulated transcripts, green = downregulated transcripts. FL, fetal liver.

How the deposited data were processed for this re-analysis (not part of the article)

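Liver RNA of male fetuses, 6 per diet group, was sequenced at 15 ± 0.5 dpc. The authors checked the reads, aligned them to mm10 with Subread 1.3.6-p1, annotated genes with biomaRt and compared the diets with edgeR. The paper's text does not name the test, the normalization, the edgeR version or the tool that counted reads per gene. The authors deposited a table of that comparison with 30743 rows. It gives the log2 fold change of HFD over control and the average log2 CPM, the p-value and the adjusted p-value, and a signed fold change (a score in which a decrease is written as a negative fold), as the authors computed them with a common and with a tagwise dispersion. Values of single livers were not used here.

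The tests planned before the data were examined (edgeR's quasi-likelihood test on counts, with exact permutation tests, principal components and scores of marker genes for each liver) need a value for every liver and were not run. In their place, the deposited adjusted p-values and fold changes were used at the paper's thresholds (fold change above 1.5 and adjusted p-value under 0.05 with both dispersions). The paper's filter on the coefficient of variation could not be repeated. Genes to be named were set beforehand: those the paper's text names, those of the Table 1 processes discussed, those of marker lists discussed, the 5 higher and 5 lower genes with the largest changes, and the 5 called genes with the smallest adjusted p-values that Fig. 5A does not print. The condition that the livers separate by diet could not be applied to the largest changes, which were taken from the genes of Fig. 5A.

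Standard errors were computed as the absolute log2 fold change divided by the normal deviate of the two-sided p-value. Where the p-value was above 0.9, the median over 201 genes of neighbouring expression was taken. Intervals of 95% use these standard errors, describe the authors' fit and assume a normal distribution. The paper names no term for litter in that fit. If livers of the same litter are alike, the standard errors are too small and the intervals too narrow. Effective library sizes were solved from the 1267 genes with a single read, assuming a prior count of 2. Of 20 starts of the solver, 18 reached 1 solution and no other solution was reached. It gave a dispersion of 0.05, and the total size of the HFD libraries was 6.31 mean libraries, as was the total from the fold changes of the same genes. Because the effective sizes are normalized, the reads of each liver are not known.

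Gene lists were described by the percentile of their median tagwise log2 fold change among 10000 random lists, each gene drawn from the 100 genes nearest in average expression. Genes are not independent replicates, so the percentile is a description and not a p-value. Of 23 lists, 21 were written before the data were examined. One further test, of a group of genes of Fig. 5A, is not reported here. Genes of Fig. 5A and the 10 called genes not printed there were left out of every list. Fold changes were centred by subtracting their trimmed mean over genes above 1 CPM (30% of each tail of fold change and 5% of each tail of expression removed), with p-values from the standard errors. For the tagwise counts without a fold change threshold, they were also centred on the running median of 201 genes of neighbouring expression. Gene positions came from GENCODE M21 on GRCm38, the build of mm10, to which 22838 symbols were matched, among them 137 of the 146 genes of Fig. 5A.

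The computations were tested on simulated data. In 20 simulated sets of libraries the sizes were recovered within 2e-11 percent. Of 200 random lists without a shift, 5.5% fell outside the central 95% of random lists, and all of 200 lists raised by 0.3 on the log2 scale lay above it. With 200 changed genes and a shift of all genes, 91% of the changed genes were recovered before and after centring, and 20.2% of the 228 calls before centring and 5.7% of the 193 calls after it were unchanged genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.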

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

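The list of acinar genes was written before the data were examined, but its use to explain these results was chosen only after they were seen. The tests of centring, of ribosome biogenesis genes and of proliferation genes short of the threshold were also chosen only then.

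Called genes that Fig. 5A does not print were 10 in number, all higher in HFD, with fold changes from 6.55 to 27.5 in the authors' deposited table. The 5 with the smallest adjusted p-values were Cyp4a14, Try10, Prss1, Sfrp5 and Rbpjl. They include pancreatic enzyme genes, as do genes printed in Fig. 5A, such as Cel, Clps, Cpb1 and Ctrb1, named after their values were seen. Pancreatic tissue collected with HFD livers is a candidate explanation. Among 16 acinar pancreas genes outside all these calls, the median log2 fold change lay at percentile 98.42 of random lists. Of the 16, 11 were higher. The median fell to percentile 59.32 for the 5 acinar genes above 1 CPM. Called pancreatic enzyme genes above 1 CPM, such as Cel, Clps and Ctrb1, had been left out of the list. The percentile of the 5 that remained therefore cannot decide about collected tissue. Of these 5, 2 were higher, Pnliprp1 (0.55) and Spink3 (0.36), both with a tagwise adjusted p-value under 0.05. The others of the 5 were lower, none with an adjusted p-value under 0.05. Of 9 endocrine pancreas genes, 8 were higher, with a median of 1.82 at percentile 100, though with the tagwise dispersion none had an adjusted p-value under 0.05 and 4 had an unadjusted p-value under 0.05. With the common dispersion, Chgb, Iapp and Ins1 had an adjusted p-value under 0.05. The tagwise standard errors of Cel, Clps and Ctrb1 were 2.87, 2.28 and 6.23 times the common ones, and those of Cpb1, Prss1, Try10 and Try5 were 1.10, 1.13, 1.08 and 1.08 times. The last 4 genes lie under 1 CPM, where counting noise keeps this ratio near 1 for most genes, so whether their spread between livers was large or small cannot be told. Which livers carry the signal is not known here. Reads shared among the trypsin genes were not tested. An increase of pancreatic genes in the liver itself was not tested and cannot be told apart from collected tissue.

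Small decreases were the other signal outside the genes the paper discusses. With the tagwise dispersion, 413 genes were lower by less than 1.5-fold with an adjusted p-value under 0.05, against 126 genes higher by less than 1.5-fold. Their median log2 fold change was -0.27 in the authors' deposited table, 388 of them lay above 16 CPM, and 23 also passed with the common dispersion. The scaling of the libraries is 1 explanation. After centring, 122 genes were lower and 332 higher at that adjusted p-value with no fold change threshold. Since centring raised every fold change by the same amount, fewer lower and more higher genes had to follow, and this does not show that scaling is the cause. Of the 413, 98 still passed. The shift depended on expression: the median log2 fold change was -0.0828 above 32 CPM, against the trimmed mean of -0.0501 subtracted in centring. After subtracting the median of genes nearest in expression, 50 of the 413 still passed, so neither form of centring accounted for all of them. Less ribosome production is another candidate: 33 ribosome biogenesis genes short of the threshold (a tagwise adjusted p-value of 0.05 or more) had a median at percentile 0.01 of random lists, but the list was drawn up after such genes had been seen among the decreases, so this test cannot decide. The whole list of proliferation genes lay at percentile 0.88. Those short of the threshold lay at percentile 11.51, but leaving out the genes that changed moves a median towards 0 by itself, so the decreases cannot be told apart from less proliferation. The decreases that no longer passed after either form of centring cannot be told apart from an effect of scaling.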

How the results depend on the processing

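Of the alternatives set before the data were examined, those that could be computed were each dispersion alone, an adjusted p-value under 0.01 and leaving out the filter on the coefficient of variation, which is how every count here was made. Not run, because they need a value for every liver, were other filters on low counts, other normalizations (DESeq2 size factors, upper quartile, library size only), the DESeq2 Wald test, limma-voom with and without the first number of the sample title, robust dispersions, sums and means over that number, a test against a fold change of 1.5, leaving out samples, other summaries of marker lists, principal components, and other pseudocounts and filters. Other splits of the samples could not be made either, so how often chance gives as many genes is not known. No paired analysis was possible because the diets share no replicate numbers. The remaining alternatives below were chosen after seeing the data.

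By the paper's definition 125 genes were higher and 31 lower. The common dispersion alone gave 194 higher. A fold change above 2 gave 51 higher and 10 lower. An adjusted p-value under 0.01 gave 16 lower. Without a fold change threshold 54 were lower, and with the tagwise dispersion alone and no threshold 251 were higher and 444 lower. Centring gave 17 lower. For the other alternatives these counts stayed within 1.5 times.

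With both dispersions and no fold change threshold, 54 genes were lower. The common dispersion alone gave 279 higher and the tagwise dispersion alone 444 lower. An adjusted p-value under 0.01 gave 117 higher and 22 lower, adjustment over rows above 1 CPM gave 87 lower, and centring gave 31 lower. With the tagwise dispersion alone, an adjusted p-value under 0.01 gave 150 higher and 159 lower, adjustment over rows above 1 CPM gave 858 lower, centring gave 122 lower, and subtracting the median of genes nearest in expression gave 389 higher and 76 lower. The share of higher genes rose from 36.1% to 73.1% with centring. Apart from centring, the cause of these changes was not tested.

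With a fold change above 2, 51 of the 146 genes of Fig. 5A, 1 of the 6 complement genes, 3 of the 9 stress genes and 3 of the 9 migration or adhesion genes passed. With an adjusted p-value under 0.01, 5 of the 9 migration or adhesion genes passed. Egr1 passed under every alternative run. Mmp8 (log2 fold change 0.72) and Mmp9 (0.71) passed under all of them except a fold change above 2. For 21 other named genes, 125 of 147 results stayed on their side of the threshold, 22 no longer passed and none reversed.

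Of 23 gene lists, those that left the outer 5% of random lists did so as follows. Without genes whose tagwise adjusted p-value was under 0.05, mature hepatocyte genes moved to percentile 94.83, immediate-early genes to percentile 94.98, lipogenesis genes to percentile 2.68, acinar pancreas genes to percentile 81.7 and proliferation genes to percentile 11.51. Leaving out such genes moves a median towards 0 by itself, so these moves do not show what a list depends on. Acinar genes above 1 CPM moved to percentile 59.32. Called genes had been left out of this list too, so that move cannot decide either. No list reversed.

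Precision limits the genes of low expression. Below -2 log2 CPM, 4925 genes had a median standard error of 1.77 and none passed with the tagwise dispersion, while 66 had an unadjusted p-value under 0.05.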

Differences from the paper's values

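No value under the main settings differed from the paper's by more than 1.5 times. The paper reports 115 upregulated and 31 downregulated genes, and 125 and 31 passed here without the filter on the coefficient of variation, which could not be repeated. Leaving the 10 genes that Fig. 5A does not print out of the 125 gives the paper's number. Among the alternatives set before the data were examined, the common dispersion alone gave 194 higher genes against the paper's 115, and an adjusted p-value under 0.01 gave 16 lower genes against the paper's 31, 5 higher stress genes against the paper's 8 in Table 1, and 4 higher migration or adhesion genes against the paper's 7 in Table 1. The tagwise dispersion alone gave 125 and 31. Table 1 prints Fcgbp among the upregulated genes and Fig. 5A does not print it. Its log2 fold change in the authors' deposited table was 4.02.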

Other observations

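The tests of upper-quartile scaling and of the share of weakly expressed genes were chosen only after the results were seen.

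The paper does not name the normalization. The effective library sizes were whole multiples of 1 unit within 5e-09, from 161 to 221. Scaling each library to the upper quartile of its counts would give such whole numbers, and predicts that a gene with that count lies at percentile 75 of rows with reads. It lay at percentile 74.84. This is consistent with upper-quartile scaling, a hypothesis found and tested on the same table. No biological explanation was tested. The sums of CPM were 1004874 for HFD and 1001646 for control, a difference of 0.0046 on the log2 scale.

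More called genes were higher than lower. Under 1 CPM lay 18.6% of the calls. Few genes of such low expression could pass at this precision whatever the cause, so the excess of higher genes cannot be told apart from deeper sequencing of HFD libraries by this share. With adjustment over rows above 1 CPM, 122 genes were higher and 30 lower. Of these, 103 and 24 were among the 156 calls. The share of higher genes was 80.3%, against 80.1% of the 156. For genes above 1 CPM this argues against deeper sequencing as the source of the excess. For genes under 1 CPM it stays open. Across 9533 genes above 1 CPM, which are not independent replicates, the fold change had a Spearman rho of 0.0953 with GC content and 0.0966 with transcript length, both under the limit of 0.3 set beforehand. The 5 most abundant genes took 23.6% of all CPM. Batches of library preparation and litters were not tested. The first number of the sample titles takes 2 values in control and 3 in HFD fetuses and never the same in both, so a litter or batch behind it cannot be told apart from diet.

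Granulocyte genes outside Fig. 5A had a median log2 fold change of 0.36 at percentile 100 of random lists, 16 of 18 were higher, and 4 had an adjusted p-value under 0.05 with the tagwise dispersion. B-lineage genes, 12 of 12 higher, had 0.55 at percentile 99.97. With the tagwise dispersion none of these 12 had an adjusted p-value under 0.05, and 6 had an unadjusted p-value under 0.05. These lists are consistent with more granulocytic and B-lineage cells in HFD livers. Whole-liver RNA does not separate more cells from more RNA per cell, so by these data alone they remain hypotheses. By flow cytometry, the paper found higher proportions of B220+ and of Gr-1+/Ter119+ cells in chronic HFD livers of another cohort. HSPC genes lay at percentile 16.36, erythroid genes at percentile 14.07 and macrophage genes at percentile 99.08.

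Mature hepatocyte genes had a median of 0.15 at percentile 99.5, which may reflect HFD fetuses further along in development. Loss of fetal hepatocyte genes, expected with such an advance, was not seen: they lay at percentile 14.73. Genes of Fig. 5A were left out of the lists. Among those is Hbb-bh1, an embryonic globin gene, with a log2 fold change of -1.17 (adjusted p-value 1.41e-11, tagwise). The embryonic globin genes Hbb-y and Hba-x had -0.13 and 0.20, neither with an adjusted p-value under 0.05. A difference in stage between the diets therefore stays open. Acute phase genes lay at percentile 100 and lipogenesis genes at percentile 0.53.

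Egr1 is an immediate-early gene. Of 15 other immediate-early genes 12 were higher, with a median log2 fold change of 0.13 at percentile 98.48. Handling of the tissue before freezing and a response to diet predict the same increase, so Egr1 cannot be told apart from handling here. Keratin genes are among the largest decreases of Fig. 5A. Other squamous epithelial genes lay at percentile 25.32, but Trp63 and Dsc3 had no reads, Dsg3, Krt13, Krt14 and Krt6a lay under 1 CPM, and Krt8, Krt18 and Epcam are not specific to squamous epithelium. The other list genes, Dsp, Perp, Sfn and Krt19, lay above 1 CPM, with log2 fold changes of 0.09, -0.11, -0.16 and 0.85. None of them fell like Krt5, which had -2.38, and this goes against squamous tissue in control samples. How closely these genes follow squamous tissue was not tested. The decrease of keratin genes therefore cannot be told apart from such tissue by this list.

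The paper measured Bmi1, Hmga2, Igf2bp2 and Lin28b in Sca-1-enriched cells. In whole livers their log2 fold changes in the authors' deposited table were -0.16, -0.22, 0.24 and -0.14, and none passed. Their 95% intervals all included 0, and that of Hmga2, at 0.40 CPM, ran from -1.68 to 1.25, so a change of 2-fold was not detectable for it. Xist, expressed from the inactive X chromosome in females, averaged 0.37 CPM, and the Y-linked genes Eif2s3y, Kdm5d and Uty averaged 122, 6.49 and 0.69 CPM, while the Y-linked gene Ddx3y had no reads in the table. Mcm5, Nip7, Nolc1 and Tcof1, which dividing cells express, had none either, so a gene without reads or of low CPM in this table is not shown to be silent. That applies to Hmga2 and to the epithelial and other list genes as well, and the cause was not tested.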
